A study of Mus musculus with 18 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

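The data come from the first round of array comparative genomic hybridization (array CGH) of 1 family of C57BL/6J/Nrs mice in the non-irradiated arm (0 mGy) of a study of male mice exposed to gamma rays at 20 mGy per day for 400 days. Tail DNA of the sire, the dam and 7 F1 offspring was hybridized against DNA of 1 reference male. By the paper's methods, dam tails were taken at euthanasia after weaning, and sire and F1 tails at natural death. Each mouse was hybridized on 2 arrays with the dyes exchanged (Cy5 on one array, Cy3 on the other), which gives 18 arrays for 9 mice. The 2 arrays of a mouse are repeat measurements of the same DNA and were treated as 1 replicate. The groups were therefore the sire (n = 1), the dam (n = 1) and the F1 mice (n = 7), and the number of mice and arrays limits the precision. The offspring of the irradiated arm, the second array round and the quantitative PCR of the study were not analysed here.

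The authors scanned a custom array and extracted the spots with Agilent Feature Extraction 10.7.1.1, with probe positions on mouse build mm9. The deposited log ratio column holds log10 of red (Cy5) over green (Cy3) signal. The deposited processed red and green signals are intensity values that the authors' software had background subtracted, spatially detrended and dye normalized with a linear factor within each array. The deposited raw median signals and local backgrounds are intensity values with no normalization. Other deposited columns are flags of 0 or 1 per spot for saturation, outlier spots and spots well above background. The deposited series value table holds log2 ratios of 964482 spots, which were checked to equal the log ratio column to within 5.0003e-07 after conversion of the base, in the direction of reference over mouse on all 18 arrays. It was therefore turned before use.

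Each array had 973116 spots, of which 6745 were controls. The 966371 remaining spots carried 950749 distinct probes, of which 950622 lay on the 19 autosomes, 68 on X, 23 on Y and 36 on contigs not placed in a chromosome. The median distance between neighbouring probes was 2.053 kb. The log2 of the processed red over green signals was turned to mouse over reference, spots called outliers by Feature Extraction were left out, repeated spots of a probe were averaged, and each array was centred on its autosomal median. The value of a mouse is the mean of its 2 arrays. Noise was measured on each array as the derivative SD, the SD of the differences between neighbouring probes scaled to a single probe.

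A probe was called positive by the limits of the study, an absolute log2 ratio above 0.8 on both arrays, or above 0.5 on both arrays for 2 adjacent probes. The sign after turning had to be the same on both arrays. A probe past the limits with opposite signs on the 2 arrays was counted apart. A de novo candidate probe was positive in an F1 mouse and not positive with that sign in either parent. A de novo candidate region was a run of 2 or more adjacent positive probes of 1 sign that held no probe positive with that sign in a parent. A parental region was such a run in exactly 1 parent. An F1 mouse was counted as a carrier of a parental region when the mean of its probes was past 0.5 with the region's sign on both arrays. Shares of F1 mice have exact 95% Clopper-Pearson intervals, which cover counting error only.

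Each mouse was compared with the other 8, and the 7 F1 mice with the 2 parents, by limma 3.58.1 (lmFit and eBayes) on 949857 autosomal probes with a value in every mouse, at a Benjamini-Hochberg adjusted p below 0.05. Carrier counts were compared with an expected share of 0.5 by an exact two-sided binomial test, adjusted over regions. That share is expected of a region on 1 of a parent's 2 chromosomes. The spread of positive probes over chromosomes was tested by an exact rotation test that used every circular shift of the positive marks along the probe order, adjusted over 19 autosomes. The relation between candidate counts and noise used exact permutation of 7 mice. The calling rule, the limma comparisons and the rotation test were tested on simulated data. A loss of 1 copy (log2 ratio of -1) at a single probe was recovered at 66.7% of places by the calling rule and at 62% by limma in 1 mouse against 8, where 2 unchanged probes were also called. A gain of 1 copy was recovered at 1.21% and 15%. The limma simulation gave every mouse, the sire included, the spread of the mice other than the sire. Its recovery and its calls of unchanged probes therefore do not describe the fits that held the noisier sire. Over runs of 4 probes the calling rule recovered 99.6% of losses and 35.5% of gains. The rotation test gave p below 0.05 in 3.05% of 950 tests with no chromosome favoured. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3 were used.

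The comparisons, limits, tests and alternatives were chosen before the data were examined, except where stated. The rule for naming items took the 15 de novo candidate regions and the 15 parental regions with most probes (ties by absolute mean log2 ratio), the 10 single-probe de novo candidates with the largest absolute mean among those called by limma, and the 10 regions with most probes among those positive in all 9 mice. The region on chromosome 4 as a whole, found with a window of 5 adjacent probes with a mean past 0.4 on both arrays, the chromosome 18 mean and the shifted parts of chromosomes 9 and 11 of F1-7, the single probes named by strict parents or on chromosome 2 of F1-2, and the probes called in the comparison of generations and against the reference were named after their values were seen. Alternatives were the log ratio column, the series value table, normexp background correction with an offset of 50, no centring, subtraction of a running median over 500 probes on each side, no spot filter, removal of probes dim in the reference channel, stricter limits (1 and 0.7), looser limits (0.6 and 0.4), size without sign, each dye alone, stricter conditions on the parents (absolute mean below 0.3 and a difference from each parent past 0.5 on both arrays), runs of 4 or more probes, the 5-probe window, other carrier limits (0.4 and 0.7), regions of 3 or more probes, runs counted once and scan day as a block. Fits without the sire or the dam were also planned for the comparison of generations. Alternatives chosen after seeing the data were other results without the sire, results without F1-2, results without the probes lost in the dam, F1-5, F1-6 and F1-7, runs up to 2 probes apart joined, de novo regions outside the chromosome 4 gain, the noise relation within scan days, and the mean of 9 mice against the reference. Normexp used the raw median spot signals.

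The scan days given in the headers form 5 batches, with the sire and dam on day 1, F1-1 and F1-2 on day 2, F1-3 and F1-4 on day 3, F1-5 and F1-6 on day 4, and F1-7 on day 5. Generation and scan day cannot be told apart, since no day held both a parent and an F1 mouse. The correlation of values within a day, estimated on 10000 probes, was -0.23. Probe positions were checked against the reference genome at hand (GRCm38), which is another build, and 9 autosomes had probes beyond its ends. Gene lists, their enrichment and copy number at fixed genes had also been planned. They were not run, because probes carry mm9 positions without gene names and no positions were converted between builds. All positions are therefore given on mm9 without a gene.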

Results

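Array CGH of 1 non-irradiated family gave 2 dye-swapped arrays for each of 9 mice, the sire, the dam and 7 F1 offspring (F1-1 to F1-7), against 1 reference male. The arrays covered 950622 autosomal probes. The derivative SD of neighbouring probes was 0.49 on the sire's Cy3 array and lay between 0.19 and 0.28 on the others. No spot was saturated, and between 126 and 238 spots per array were called outliers by the extraction software. The 2 arrays of a mouse correlated negatively over probes (Pearson's r from -0.385 to -0.156), while arrays of different mice labelled with the same dye had a median r of 0.372 over 72 pairs. Probes within an array are not independent replicates.

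The count of positive probes per mouse asks how many places differ from the reference by the limits of the study. The sire had 65 gained and 1628 lost probes and the dam 99 gained and 228 lost. Among the F1 mice, F1-2 had the most, with 108 gains and 244 losses. The other 6 F1 mice had between 41 and 81 gains and between 64 and 85 losses. Over the 9 mice there were 614 gains and 2554 losses, and the sire, whose Cy3 array was the noisiest, held 63.7% of the losses. A further 3643 calls passed the size limits with opposite signs on the 2 arrays, from 94 in F1-6 to 1181 in the sire. These are counts with no test. The median per mouse was 144 positive probes, and fell to 42 with normexp background correction and 61 without probes dim in the reference channel.

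**Figure D1:**
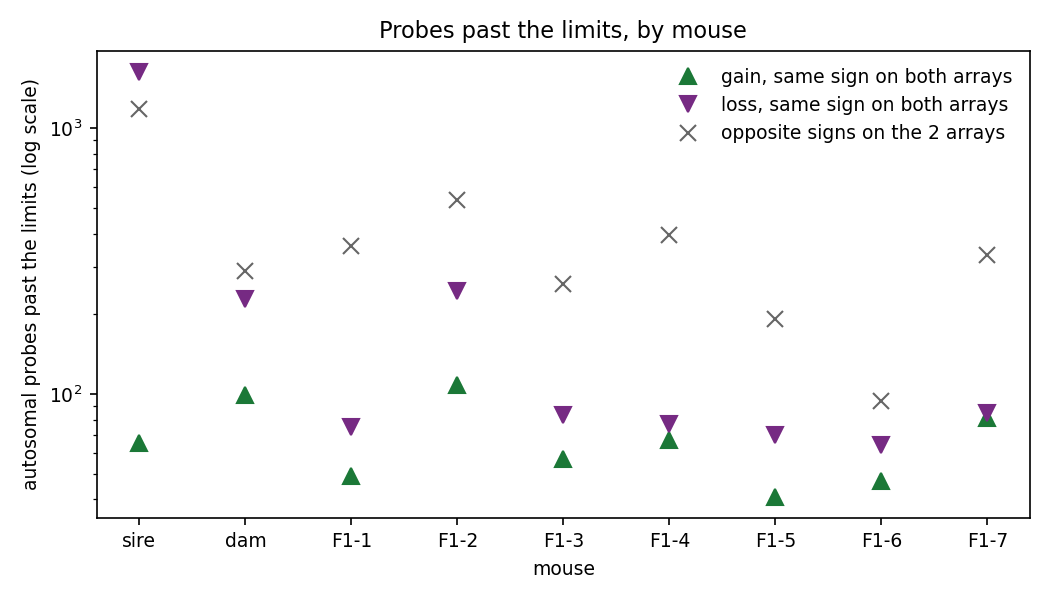
Number of autosomal probes past the limits (log scale) in each of the 9 mice, with gains and losses of the same sign on both arrays and probes of opposite sign on the 2 arrays as separate markers. The sire's 1628 losses stand above the dam's 228 and F1-2's 244, and opposite signs outnumbered losses in all 7 F1 mice.

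Because 1 reference DNA served all mice, a difference carried by the reference would recur across the family. Of the 2584 distinct positive probes, 54 were gained and 295 were lost in 2 or more mice, against 0.174 and 1.96 expected if the mice were independent. No probe was positive with 1 sign in 7 or more mice, so no region met the rule for naming regions positive in all 9. The most frequent combinations among losses were the sire with the dam (67 probes), the sire with F1-2 (60 probes) and the dam with F1-5, F1-6 and F1-7 (33 probes on 14 chromosomes). Losses in both parents numbered 96 and gains in both numbered 1. Without the sire, an alternative chosen after seeing the data, 169 shared probes were left of 349. Independence was not tested beyond the expected counts.

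The longest change in a parent was a gain in the sire on chromosome 4, from 101104705 to 101276346 (171.642 kb, 78 probes). The sire's mean log2 ratio there was 0.85 (0.87 with the sire in Cy5 and 0.83 in Cy3), and the dam's was 0.028. All 7 F1 mice lay between these values, at 0.52 ± 0.016 (SD, n = 7; from 0.49 to 0.55). In the 50 probes on the left, the means were -0.094 in the sire, -0.019 in the dam and 0.0023 ± 0.022 (SD, n = 7) in the F1 mice, and in the 50 on the right they were -0.025, 0.0044 and 0.0036 ± 0.016 (SD, n = 7). For scale, 4 copies against 2 in the reference give a log2 ratio of 1 and 3 copies give 0.58, before any compression of the ratio. The limits of the study broke the region into 12 runs of gained probes in the sire, those with most probes from 101166843 to 101187309 (11 probes, mean 0.95) and from 101226638 to 101238607 (7 probes, mean 1.05). Whether 1 mouse exceeds another was not tested here.

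**Figure D2:**
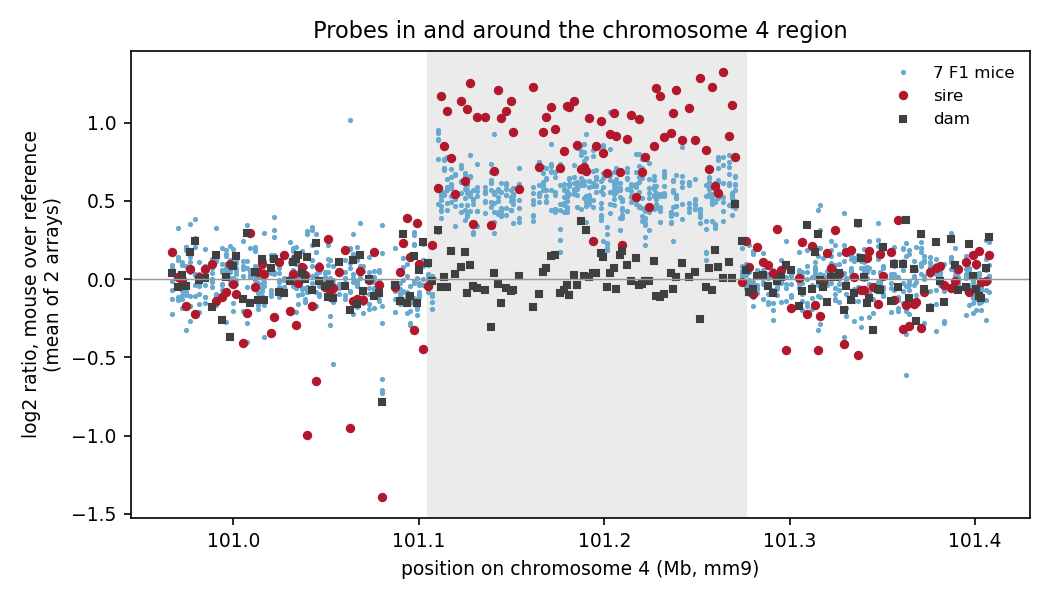
Log2 ratio of mouse over reference (mean of 2 arrays, vertical axis) by position on chromosome 4 in Mb on mm9, with the sire, the dam and the 7 F1 mice as separate markers and the 78 probes of the region shaded. Inside the region the sire averaged 0.85, the F1 mice 0.52 and the dam 0.028.

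The longest loss in the dam that the sire lacked lay on chromosome 3, from 25417435 to 25444229 (26.795 kb, 4 probes). The dam's mean was -1.47 and the sire's 0.14. F1-5, F1-6 and F1-7 lay with the dam at -1.54, -1.54 and -1.49, and F1-1 to F1-4 lay between -0.019 and 0.023. The same 3 F1 mice lacked Y chromosome signal. In the sire, the 2-probe losses named by rule were at chromosome 7, 85939827 to 85941096 (-1.65), chromosome 5, 61517650 to 61521114 (-1.29), chromosome 8, 83122863 to 83124914 (-1.12), chromosome 2, 109714500 to 109719069 (-1.11), and chromosome 19, 10833138 to 10837292 (-1.04). The F1 means at these 5 places were -0.14 ± 0.31, 0.20 ± 0.37, -0.10 ± 0.21, -0.25 ± 0.26 and -0.097 ± 0.22 (SD, n = 7). At the last 3 the dam, scanned on the sire's day, was also below 0, at -0.53, -0.22 and -0.44.

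Transmission asks whether regions seen in 1 parent recur in the offspring. The sire had 12 gained and 55 lost regions and the dam 1 gained and 2 lost, 70 in all. Of the sire's 55 losses, 53 were carried by none of the 7 F1 mice. By an exact two-sided binomial test 57 of the 70 regions departed from an even chance, all carried by 0 of 7 mice (p = 0.0156, adjusted p = 0.0192, the smallest the test can give with 7 mice). These were 53 of the sire's losses, the dam's gain, 1 of the dam's losses and 2 runs of the chromosome 4 gain. At the dam's gain (chromosome 11, 64638362 to 64641433, mean 0.60), F1-6 and F1-7 lay just below the limit, at 0.47 and 0.41. The other F1 mice lay there between -0.25 and 0.12. At that loss of the dam (chromosome 9, 83610566 to 83612480, mean -0.66) the sire also lay low, at -0.76. The regions were picked by their values in a parent, mostly the sire with its noisy Cy3 array, so that low carrier counts do not test the passing on of copy number changes. Over the 1532 probes lost in the sire and not in the dam, the dam, scanned on the same day, also had a mean of -0.36. The dam's chromosome 3 loss was carried by 3 of 7. The runs of the chromosome 4 gain were carried by 0 to 6 mice at the limit of 0.5, which lies beside the F1 mean of 0.52. At a carrier limit of 0.4, 3 regions were carried by 7 mice. When runs up to 2 probes apart were joined, chosen after seeing the data, the chromosome 4 gain was carried by all 7 (exact binomial adjusted p = 0.0164). An even chance holds only for a region on 1 of the sire's 2 chromosomes. A gain on both would pass to all F1 mice, so this p cannot show uneven transmission. Of the 9 regions of 3 or more probes none passed the exact binomial test.

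De novo candidates answer the question of the family analysis, which changes in an F1 mouse are seen in neither parent. Over the 7 F1 mice there were 350 lost and 390 gained candidate probes, where a probe counts once in each F1 mouse that had it. F1-2 had 131 losses and 102 gains, and F1-6, with the fewest losses, had 16 losses and 41 gains. Of these, 120 losses and 96 gains of F1-2, and 10 losses and 38 gains of F1-6, were positive in no other F1 mouse. With both parents required to lie near 0, 31 losses and 32 gains were left, of which 12 losses and 10 gains were in F1-2 and 0 losses and 1 gain in F1-6. Some of these losses recurred at 1 probe in different F1 mice, such as chromosome 18, 80830885, at -0.88 in F1-1 and -1.19 in F1-3. The lowest candidate with both parents near 0 was a loss in F1-2 on chromosome 4, 120950327 to 120950386, at -1.72 (parents -0.15 and 0.14). Its arrays read -2.58 in Cy5 and -0.87 in Cy3, and the neighbouring probes of F1-2 were at -0.30 and -0.074. The 740 candidates fell to 28 with normexp background correction and to 143 without dim reference probes.

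Candidates of 2 or more adjacent probes formed 7 regions, 4 lost and 3 gained, each of 2 probes. F1-2 had 4, with losses on chromosome 15, 100430080 to 100431682 (-0.97), chromosome 11, 30511435 to 30515561 (-0.69), and chromosome 6, 39611052 to 39612941 (-0.69), and a gain on chromosome 8, 125258698 to 125261963 (0.75). F1-4 had a loss on chromosome 18, 11558355 to 11559915 (-0.67), and F1-5 a gain on chromosome 5, 19115685 to 19117163 (0.69). The gain of F1-1 on chromosome 4, 101259546 to 101261298 (0.62), lay inside the sire's chromosome 4 gain, where the sire's mean was 0.57 and the other 6 F1 mice had 0.54 ± 0.093 (SD, n = 6). At the 4 losses the sire also lay below 0, with -0.67, -0.40, -0.74 and -0.87 in the order given, and so did the dam, with -0.24, -0.30, -0.36 and -0.42. No region was left with both parents required to lie near 0, and none had 4 or more probes.

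At least 1 candidate loss region was seen in 2 of 7 F1 mice (28.6%, exact 95% interval 3.67 to 70.96%) and at least 1 gain region in 3 of 7 (42.9%, 9.90 to 81.6%). Without the F1-1 region inside the sire's chromosome 4 gain, left out after seeing the data, 6 regions were left and the share for gains was 2 of 7 (28.6%, exact 95% interval 3.67 to 70.96%). With strict parents the share for losses was 0 of 7, which allows up to 41.0%. These are candidates of the first arrays alone. Normexp left 1 region, looser limits gave 50, stricter limits 4 and the 5-probe window 18, and 3 of the 7 were left without F1-2, chosen after seeing the data.

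Candidate losses rose with array noise over the F1 mice. Between the mean derivative SD of a mouse's arrays and its candidate losses, Pearson's r was 0.944 (exact permutation p = 0.000397, adjusted p = 0.000794, n = 7) and Spearman's rho was 1 (exact permutation p = 0.000397, the smallest that 7 mice allow with a two-sided count). For gains, r was 0.792 (exact permutation p = 0.0734) and rho 0.75 (exact permutation p = 0.0663). Without F1-1 and F1-2, the farthest from the median noise, r was 0.847 for losses and 0.823 for gains (n = 5). These were the 2 relations computed. Within scan days, an alternative chosen after seeing the data, the pooled r was 0.924 for losses (exact permutation p = 0.25) and 0.931 for gains (exact permutation p = 0.5) over 3 days with 2 F1 mice each, where 8 orders allow no p below 0.25. On each of these days the noisier mouse had more candidate losses (F1-2 131 and F1-1 53, F1-4 40 and F1-3 35, F1-5 30 and F1-6 16), and on 2 of the 3 it had more gains (102 and 43, 51 and 45, 36 and 41).

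**Figure D3:**
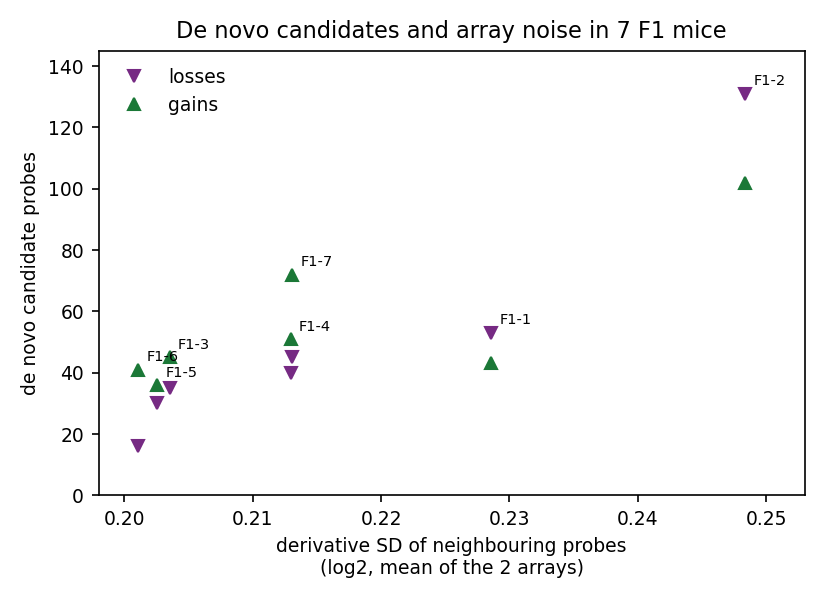
Number of de novo candidate probes (vertical axis) against the derivative SD of neighbouring probes on the log2 scale (horizontal axis, mean of 2 arrays) for 7 F1 mice, losses and gains as separate markers. F1-2, with the highest noise, had 131 candidate losses and F1-6, with the lowest, had 16.

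Comparing each mouse with the other 8 gives each single-mouse difference an error taken from the spread between the others. The noise of the compared mouse does not enter this error. The count in the sire, with its noisier Cy3 array, can therefore not be read as a count of copy number differences. In the sire, limma called 178135 probes (85746 higher, 92389 lower), and in the dam 146 (127 higher, 19 lower). The balance in the dam turned with the dye, with 7 higher and 90 lower on the Cy5 arrays alone and 227 higher and 3 lower on the Cy3 arrays alone. F1-5 had 121 called probes, F1-4 had 104, F1-3 had 7, F1-1 had 3 and F1-2 had 1. F1-6 and F1-7 had 0 by limma, with 20096 and 29339 probes at an unadjusted p below 0.05. Of the 236 F1 calls, 229 were lower, and 233 were past 0.8 on 1 array alone. On the Cy3 arrays alone limma called 4 probes in the F1 mice, 2 higher and 1 lower in F1-5 and 1 higher in F1-6, so that this balance turned. The other 3 of the 236 met the naming rule for single probes and were losses. In F1-4, the probe at chromosome 8, 79299155 to 79299214, had a mean of -2.10 and differed from the other 8 mice by -2.07 (SE 0.19, limma adjusted p = 0.00636), with neighbouring probes at -0.074 and -0.050. In F1-5, the probe at chromosome 12, 90170246 to 90170305, had a mean of -1.76 (difference -1.68, SE 0.15, limma adjusted p = 0.0131). In F1-4, the probe at chromosome 14, 35353754 to 35353813, had a mean of -1.33 (difference -1.35, SE 0.16, limma adjusted p = 0.0250).

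At these 3 probes the Cy5 arrays read -3.27, -2.71 and -1.82 and the Cy3 arrays -0.92, -0.80 and -0.83. With the Cy3 arrays alone limma called none of the 3, and with the Cy5 arrays alone it did not call the probe on chromosome 14. The chromosome 14 value was -0.11 with normexp background correction and was no longer called (limma adjusted p = 1.0, with a range from 0.0217 to 1.0 over its alternatives). With scan day as a block limma called 0 probes in F1-1 to F1-6 (between 11570 and 22833 at an unadjusted p below 0.05), and 3169 in the sire against the dam, and F1-7, alone on its day, had no value. Without the sire, chosen after seeing the data, the 7 F1 mice had 532 calls. With the Cy5 arrays alone the sire had 52 calls, and with the Cy3 arrays alone 309042.

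The contrast of F1 mice with parents is the generation contrast of the series, and the shared reference cancels in it. The time of tail collection does not cancel, since it was euthanasia after weaning for the dam and natural death for the other mice. Limma called 5 probes, all higher in the F1 mice, with 143340 probes at an unadjusted p below 0.05. At chromosome 1, 69187956 to 69188015, the F1 mean was 0.11 ± 0.13 (SD, n = 7), the sire was at -1.40 and the dam at -0.99 (difference 1.31, SE 0.11, limma adjusted p = 0.0387). At chromosome 9, 35279823 to 35279882, the F1 mean was 0.071 ± 0.20 (SD, n = 7), the sire -1.23 and the dam -1.27 (difference 1.32, SE 0.13). The arrays of each parent differed there, with the sire at -0.48 in Cy5 and -1.98 in Cy3 and the dam at -1.65 and -0.89. The other 3 were at chromosome 10, 124841318, chromosome 8, 32570678, and chromosome 5, 32600342, with differences of 1.04, 1.06 and 0.78. At the chromosome 8 probe the sire read -0.195 in Cy5 and -1.46 in Cy3, and the dam -0.173 and -1.08. Limma called 0 probes with normexp, 1 without dim reference probes and 2 with the running median. With the Cy5 arrays alone it called 3, and with the Cy3 arrays alone 1. Without the sire most called probes were lower in the F1 mice, so the direction turned. That fit set the dam alone against the F1 mice, and the fit without the dam set the sire alone against them. Neither of them compares generations. Scan day as a random block gave 5760, but the correlation within a day in that fit was negative (-0.23) and its median SE fell from 0.094 to 0.081, so this count is liberal. Generation and scan day cannot be told apart, since no day held both a parent and an F1 mouse.

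The mean of the 9 mice against the reference, a test added after seeing the data, had 27 called probes by limma, 26 higher and 1 lower. Of these, 24 lay in the chromosome 4 gain, where the dam's mean was 0.028, so they are not shared by all 9 mice. The remaining 3 were at chromosome 13, 95707465 to 95707524 (mean 0.98 ± 0.32, SD, n = 9, limma adjusted p = 0.0107), chromosome 10, 97112476 to 97112535 (0.50 ± 0.16, limma adjusted p = 0.0186), and chromosome 11, 102019098 to 102019157 (-0.54 ± 0.13, limma adjusted p = 0.00347). At each of the 3 all 9 mice had the same sign. The 9 mice are parents and their offspring, which the fit took as independent replicates.

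X and Y probes were used to check the labels, the direction of the ratio and its size against a male reference. Over 68 X probes the dam's mean was 0.87 and the sire's -0.10, and over 23 Y probes the dam's was -1.64 and the sire's -0.077. F1-5, F1-6 and F1-7 had X means of 0.91, 0.89 and 0.89 and Y means of -1.75, -1.68 and -1.55. F1-1 to F1-4 had X means between -0.0035 and 0.040 and Y means between -0.021 and 0.098. The dam's X mean of 0.87 stands beside 1, the log2 ratio of 2 copies against 1. With normexp background correction the difference of dam minus sire went from 0.97 to 0.62 on X and from -1.57 to -0.58 on Y.

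**Figure D4:**
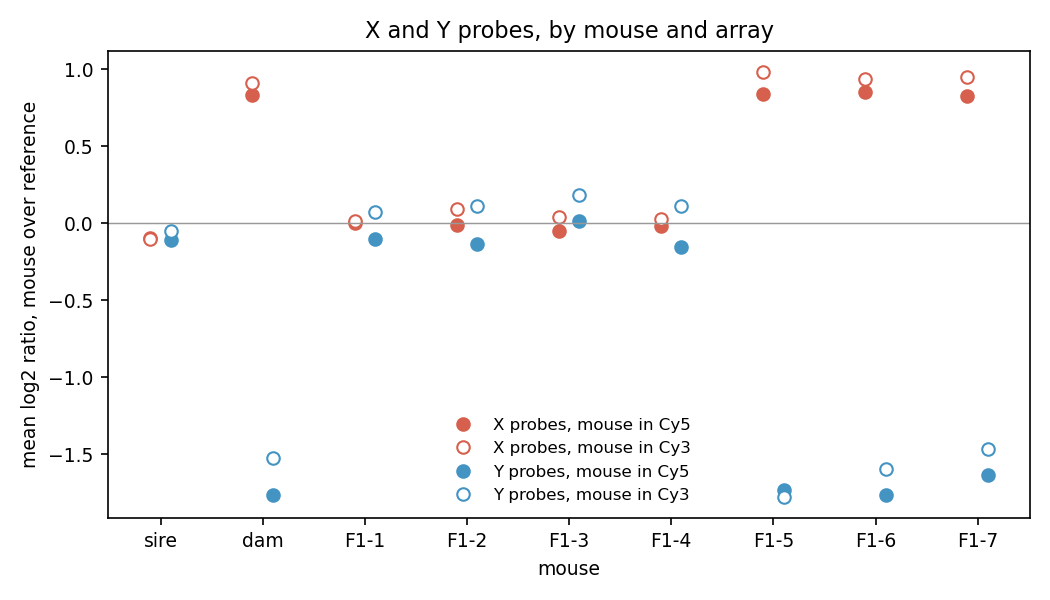
Mean log2 ratio of mouse over reference for 68 X probes and 23 Y probes in each of the 9 mice, with filled markers for arrays with the mouse in Cy5 and open markers for Cy3. The dam, F1-5, F1-6 and F1-7 lie high on X and low on Y, and the other 5 mice lie near 0 on both.

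The study described how changes spread over chromosomes, and the same question was put to the positive probes. Chromosome 4 held the most relative to its probes, with 223 positive probes against 162.9 expected (ratio 1.37, exact rotation p = 0.0306, adjusted p = 0.531). Chromosome 8 held the fewest, with 107 against 135.8 (ratio 0.788, exact rotation p = 0.0563, adjusted p = 0.531). None of the 19 autosomes passed the adjusted rotation test, and 1 had an unadjusted p below 0.05. Runs of the chromosome 4 gain count among its positive probes.

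Means of whole autosomes lay between -0.033 and 0.012 in all mice with 1 exception. Chromosome 18 in F1-7 had a mean of 0.055 (0.049 in Cy5 and 0.061 in Cy3), against 0.0050 ± 0.0034 (SD, n = 6) in the other F1 mice. Each autosome was then divided into 12 parts of equal probe number. In F1-7, 5 of the 216 parts on other autosomes also differed from the other F1 mice by more than 0.03, and in the other 6 F1 mice none of the 228 parts did. They formed a stretch of chromosome 11, 3031505 to 24667930, at -0.043 (-0.044 in Cy5 and -0.041 in Cy3, other F1 mice 0.0036 ± 0.0045, SD, n = 6), and a stretch of chromosome 9, 15448748 to 46339655, at 0.033 (0.031 in Cy5 and 0.034 in Cy3, other F1 mice 0.00033 ± 0.0035, SD, n = 6). Their ends are those of the parts. The stretches on chromosomes 9 and 11 were chosen after they were seen and not tested. The chromosome 18 mean was also named after it was seen, and a running median subtracted along the genome removes a shift of a whole chromosome by construction.

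**Figure D5:**
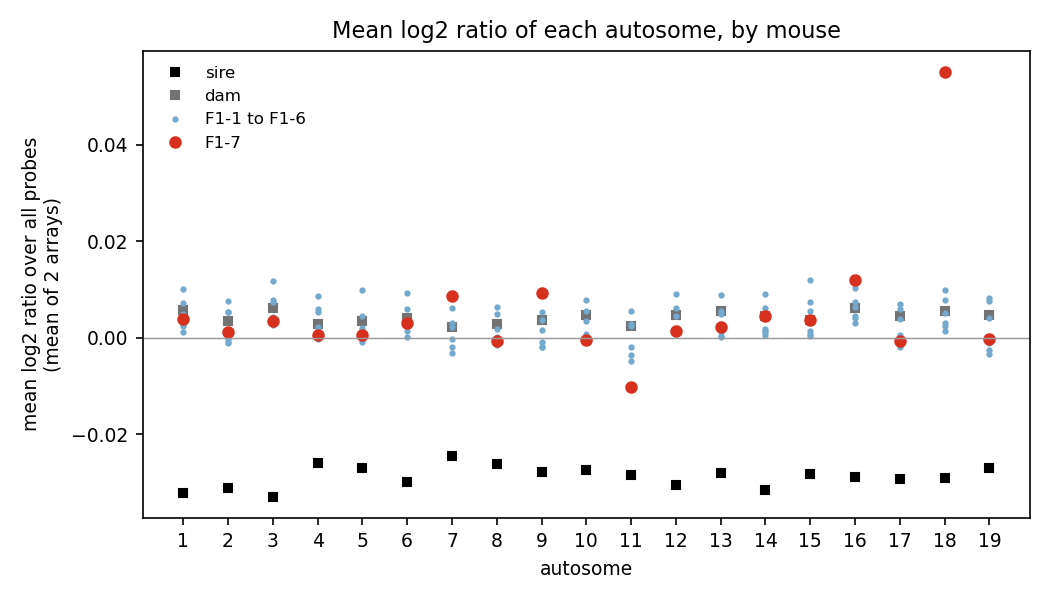
Mean log2 ratio over all probes of each autosome (vertical axis, mean of 2 arrays) for the sire, the dam, F1-7 and the other 6 F1 mice. Chromosome 18 of F1-7 lies at 0.055, and every other mean lies between -0.033 and 0.012.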

Values the study reported

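The study reported de novo deletions in 7.1% of F1 mice (11 out of 156) in the non-irradiated group and 20.4% (29 out of 142) in the irradiated group, a 2.9-fold increase. De novo Type-L deletions, those with more than 1 positive probe on the first array, were reported in 5.1% (8 out of 156) and 15.5% (22 out of 142) of the F1 mice, a 3.0-fold increase.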

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

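The tests of all explanations in this part were chosen only after the results were seen.

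Of 31 values examined over the 7 F1 mice, 4 stood apart from the other mice by Dixon's test, and chance alone sets a mouse apart in about 1 in 20 such values. F1-2 had 244 lost probes (next highest 85), 131 de novo candidate losses (next 53) and 4 de novo candidate regions (next 1). These 3 counts come from the same arrays of F1-2, which had the highest noise of the F1 mice. The chromosome 18 mean of F1-7 was 0.0551 (next 0.00998).

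The higher mean of chromosome 18 in F1-7 may reflect an extra chromosome 18 in part of the cells. A change of 1 segment is argued against, since the lowest of 12 equal parts of the chromosome was still 0.0412 above the other F1 mice, with an SD of 0.0073 over parts of other chromosomes. The SD over these parts was 0.00453, below the highest SD of an autosome in the other F1 mice (0.0105), which an even gain would give, and the difference of 0.0501 from the other F1 mice would correspond to 7.07% of cells with no compression of the ratio and 8.13% when scaled by the X probes of the dam. Of the 216 parts of the other autosomes of F1-7, 1.39% (exact upper bound 4.01%) were shifted by a comparable amount. This share cannot decide on a wave or noise, since chromosome 18 was picked as the outlier and its own shift set the limit. The SD over parts was 0.0158 on chromosome 9 and 0.0170 on chromosome 11 of F1-7, above the 0.0105 of the other F1 mice. A wave or noise therefore stays open. What shifted stretches of chromosomes 11 (largest part -0.0506) and 9 in the same mouse, and an effect of the scan day, on which F1-7 was alone, stay open.

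Of 132 autosomal probes called lost in the dam and not in the sire, 55 were also called lost in 1 or more F1 mice, and part of these, among them the chromosome 3 region, may measure sequence that is also on the Y chromosome. Separate maternal deletions passed on at random are argued against as the source of them all, since 33 of the 55 were called lost in exactly F1-5, F1-6 and F1-7 among the F1 mice, where 0.433 were expected (exact binomial p = 4.12e-55). This p overstates the evidence, since the set was picked as the most frequent and adjacent probes are not independent. The 33 probes lay on 14 chromosomes. Scan day is argued against for these, since of 35 probes called lost in these 3 F1 mice and in no other F1 mouse, 0 were called lost in the sire and 33 in the dam, which shared the sire's day. The share of the 55 lost in exactly the F1 mice without Y signal, as sequence shared with the Y would give, was 60% (exact 95% interval 45.9 to 73.0%), and the other carrier sets stay open. This share counts the same 33 probes that prompted the explanation, so it gives no separate support. Other differences that follow sex stay open, as no probe sequence was aligned here.

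Probes lost in both parents and graded over the F1 mice may follow the scan day. Their means over 96 probes were -1.40 in the sire and -1.04 in the dam, and in F1-1 to F1-7 they were -0.64, -0.66, -0.51, -0.47, 0.074, 0.23 and -0.11, so that mice of 1 day differed by 0.077 and mice of other days by 0.49 (exact permutation p = 0.00952, the smallest that 630 orders allow). Days 2 and 3 held only F1 mice with Y signal, and days 4 and 5 only F1 mice without it. This p therefore cannot separate day from sex. Deletions carried by both parents are argued against, since the lowest share of these probes below -0.4 in an F1 mouse was 0% (F1-5, exact upper bound 3.77%). At another set of probes, the 1532 lost in the sire and not in the dam, the dam argues against sex alone as the source. The dam's mean there was -0.36, where F1-5, F1-6 and F1-7, also without Y signal, had 0.075, 0.18 and -0.035. F1-1 to F1-4, with Y signal, had -0.28, -0.31, -0.24 and -0.22. Among the F1 mice these probes therefore do not separate sex from day, and the dam shared the sire's day. Sex was not tested at the 96 probes, which were picked by their losses in the dam and the sire, and stays open there. DNA quality that differed between the days was not tested and stays open.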

How the results depend on the processing

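The alternatives without the sire (except for generations), without F1-2, without the region inside the chromosome 4 gain and with joined runs were chosen after seeing the data. Of 123 alternative values of the summary results, 63 kept their size and their side of the threshold, and 60 moved. The balance of directions turned for the dam with Cy5 alone and for the F1 calls against 8 with Cy3 alone. It also turned for generations without the sire, where the dam alone was set against the F1 mice. The log ratio column (12 of 12), the series value table (10 of 10) and no spot filter (6 of 6) moved none of these summary results. The calls of single F1 mice against the other 8 did differ with the series value table. The settings that moved values are given next, with positive probes per mouse at 144, shared probes at 349, de novo candidate probes at 740 and regions at 7 in the chosen setting. Unless stated, the cause was not tested.

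Normexp gave 42, 114, 28 and 1, X and Y differences of dam minus sire of 0.62 and -0.58, chromosome 4 means of 0.76 (sire) and 0.47 (F1), 511 F1 calls against 8 (236 before) and 0 for generations (5 before). Without dim probes there were 61 positive and 143 de novo probes and 1 call for generations. Stricter limits gave 48, 102, 248 and 4 and looser limits 548, 1257, 2914 and 50, by construction, as did size without sign (529, 719, 2899, 90), Cy5 alone (5981, 10410, 44221, 6884) and Cy3 alone (6137, 13081, 21446, 2154). Calls against 8 were 1755 with Cy5 (sire 52, dam 97, generations 3) and 4 with Cy3 (sire 309042, dam 230, generations 1). Strict parents left 63 probes and 0 regions, 4 or more probes left 0 regions, and the 5-probe window gave 18. Regions of 3 or more probes had 0 transmission calls, with fewer regions tested. No centring gave 0.87 for chromosome 4 in the sire. The running median gave 0.82 and 0.50 there, and 2 calls for generations. Scan day as a block gave 0 F1 calls against 8 and 3169 for the sire and for the dam, and as a random block 5760 for generations, a liberal count as the correlation within a day was negative. Without the sire, shared probes were 169, F1 calls against 8 were 532, the dam's 240 and generations 240. Without the dam, generations had 168805. Without F1 replicate 2 there were 3 regions, both the lowest and the highest of this setting.

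Of 238 values of single mice, probes and regions, 120 moved, 113 stayed and 5 were no longer called. Gene lists, their enrichment and copy number at fixed genes were not run. Reference signal not well above background, in 1031 to 12762 spots per array, limits what dim probes can show.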

Other observations

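No test was run for this part, and the probes on chromosome 2 were chosen after their values were seen.

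In F1-2, 11 de novo candidate losses lay on chromosome 2, and 2 of them had both parents near 0. At 119435959 to 119436018 F1-2 had -1.44 (sire 0.18, dam 0.096, other F1 mice from -0.82 to 0.79). At 126501011 to 126501065 F1-2 had -0.87 (-0.83 in Cy5 and -0.91 in Cy3), with the sire at 0.0095, the dam at -0.058, the other F1 mice at -0.24 ± 0.26 (SD, n = 6) and neighbouring probes of F1-2 at -0.020 and -0.18. Both are single probes. The study lists a deletion on chromosome 2 in this mouse that passed quantitative PCR, with a single positive probe on its first arrays. Its listed start and quantitative PCR position on GRCm38 lie exactly as far apart as the start and end of the latter probe. It may therefore be the loss at that probe, though no positions were converted to mm9.

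With a window of 5 adjacent probes, the sire had 1 gained and 82 lost regions and the dam 1 gained and 10 lost. F1-5, F1-6 and F1-7 had 9, 10 and 11 lost regions, and F1-1 to F1-4 between 0 and 4. The 36 probes on contigs not placed in a chromosome had means between -0.070 and 0.013 over the mice.

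The share of F1 mice with at least 1 de novo candidate loss region was 28.6% (2 of 7). This share was above the quoted share of non-irradiated F1 mice with Type-L deletions, which its exact 95% interval (3.67 to 70.96%) holds, and it was 0 of 7 with strict parents. The study's list of deletions that passed quantitative PCR names no Type-L deletion in this family. The share counts first-array candidates of 1 family that had not passed a second array or quantitative PCR.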
